A study of Homo sapiens with 11 samples. Its data were reported in "GeneChip analysis of human embryonic stem cell differentiation into hemangioblasts: an in silico dissection of mixed phenotypes" (2007).

How the data were processed

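RNA was measured on 11 Affymetrix human U133 Plus 2.0 arrays, with 2 arrays each of ESCs, EBs at day 3.5 and BCs (lines H1 and H9, 1 array per line and stage, with the H1 samples labelled GFP, so that GFP and line go together) and 5 arrays of CD31+ endothelial cells from prostate. The values that the authors deposited are log2 expression values, made from the scanned arrays with RMA, which subtracts background, quantile normalizes the arrays and summarizes the probes of each probe set. The version of RMA is not given in the sources used here. The deposited distributions were not identical across arrays: the medians ran from 4.63 to 4.84 and the SDs from 1.60 to 2.09. The files hold no detection calls, and for arrays depth has no direct counterpart, so that the number of arrays limits the precision. The groups were taken from the sample labels. The p-values measure only the spread between these lines and samples, part of which may be technical.

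Of 54675 probe sets, 62 control probe sets were left out of the tests and 54613 were tested. Gene symbols came from the platform annotation, with symbols updated through the gene identifier for 41037 of the 41091 probe sets with a single symbol. A further 1801 probe sets carry several symbols and 11721 carry none, and no gene was named from either kind. For analyses by gene, the probe set with the highest mean over the 11 arrays was kept for each of 19775 genes. Genes of the lists that only share a probe set with other genes were not analysed here.

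Group means were compared with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes moderation with default settings, Benjamini-Hochberg adjustment), and a probe set was called at an adjusted p under 0.05. The 3 comparisons among ESCs, EBs and BCs used the 6 arrays of the hESC lines (3 residual and 2.49 prior degrees of freedom), and the 3 comparisons with endothelium used all 11 arrays (7 and 2.43). No cell line term was fitted, and the study's methods, which name limma, state none. The study's threshold, a B statistic above 0, was an alternative. Probe sets higher in BCs than in endothelium were further filtered by removing those higher in ESCs than in endothelium.

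The same cell line gave the arrays with the same replicate number, so that the numbers pair the samples. The H1 deviations from the group means correlated across probe sets at 0.207 between ESCs and EBs, at -0.136 between ESCs and BCs and at 0.148 between EBs and BCs, and the correlation within a line estimated over the 11 arrays was -0.0871. A fit with the line as a replicate block was an alternative, and its value stands beside a named gene or list where it changed the call.

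The analysis used 20 gene lists: pluripotency (28 measured genes), mesoderm and primitive streak (32), hemangioblast regulators (23), globins (6), heme and iron (19), erythroid membrane and regulator genes (26), megakaryocyte and platelet genes (19), endothelial genes (42), leukocyte genes (39), stromal and smooth muscle genes (22), prostate epithelial genes (18), cardiac genes (26), secreted endoderm and liver genes (24), neuronal and synaptic genes (28), cell cycle genes (32), immediate-early and stress genes (24), hypoxia response genes (23), cholesterol synthesis genes (16), HOX genes (20) and the 16 measured genes of the study's antibody panel. They were written after the study was read, and some of their genes were picked by the study on these samples. Lists were tested with camera (preset correlation 0.01, Benjamini-Hochberg over the 20 lists of a comparison), with the correlation estimated from the data and fry as alternatives. Camera called 9 lists for ESCs to EBs, 15 for EBs to BCs, 19 for ESCs to BCs, and 12, 9 and 8 for BCs, ESCs and EBs against endothelium. With an estimated correlation 1, 0, 1, 1, 2 and 1 were called, in the same order. Fry tests whether the genes of a list move one way on balance, without comparing them with other genes.

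The genes named for each comparison were the 10 with the largest rise and the 10 with the largest fall among those past the threshold whose groups did not overlap, 2 to 4 members of each list by size of change, and the antibody panel. The comparisons, lists, naming rule and most alternatives were fixed before the data were examined. The alternatives were the B threshold, a minimum log2 change of 1, all 11 arrays or only the compared groups, the replicate block, a filter for probe sets at 6 or above on 2 arrays, median scaling, quantile normalization, trended and robust moderation, the removal of cross-hybridizing probe sets, the median of a gene's probe sets and leaving out each array. Added after the data were examined were the crossed replicate block, the lists after quantile normalization and without the H1 BC array, and the remaining counts without the H1 BC array.

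The test was checked on simulated data with 200 changed probe sets among 54613. At a log2 change of 2 it recovered 49.3% for ESCs to EBs, 40.3% for EBs to BCs, 47.8% for ESCs to BCs, 74.6% for BCs, 79.1% for ESCs and 76.1% for EBs against endothelium. At a log2 change of 1 the values were 0, 0, 1.49, 22.4, 26.9 and 31.3%, and at 4 they were 92.4, 97.0, 93.9, 98.5, 100.0 and 97.0%. Between 2 and 10 probe sets were called wrongly in each comparison. These rates apply to 200 changed probe sets. Against endothelium 12189 to 16793 were called in the data, and recovery with so many changes was not simulated. Because ESCs and BCs were compared with the same endothelial arrays, their overlap was set beside that of independent lists, of 20 simulations of unchanged groups and of 20 splits of the endothelial arrays.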

Results

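Human embryonic stem cells (hESCs) of lines H1 and H9 were profiled as they differentiated toward blast cells (BCs), the progeny of the hemangioblast, a precursor of blood and endothelium. RNA was measured on Affymetrix human U133 Plus 2.0 arrays. The H1 samples are labelled GFP, so that GFP and line go together. Each line gave 1 array of undifferentiated cells (ESCs), 1 array of embryoid bodies (EBs, aggregates in which differentiation begins) at day 3.5 and 1 array of BCs, so that each stage had 2 arrays. A further 5 arrays held CD31+ endothelial cells sorted from prostate tissue, which served as a mature relative of the BCs. The files give log2 values made with RMA, and the number of arrays limits the precision of every comparison. Fold changes, standard errors (SE) and adjusted p-values come from limma, and a level is given as the mean log2 value ± SD (n = 2 for each hESC-derived stage and n = 5 for endothelium). Without detection calls, a low value may be background, so that folds against a low group are understated.

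The BC array of line H1 stood apart from the other arrays, and the counts below are therefore also given without it. The SD of its values was 1.60, against 1.90 to 2.09 on the other 10 arrays. Across probe sets it correlated with the BC array of line H9 at 0.897, whereas the H1 and H9 arrays correlated at 0.973 for ESCs and at 0.971 for EBs. The H9 BC array correlated more highly with the EB arrays of H9, at 0.953, and of H1, at 0.946, than with the H1 BC array. The endothelial arrays had wide gaps between the 3' and 5' control probe sets of the same transcript. The ACTB gap was 3.497 ± 0.23 in endothelium, 0.57 ± 0.33 in ESCs, 0.78 ± 0.46 in EBs and 0.48 ± 0.05 in BCs on the log2 scale.

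**Figure D1:**
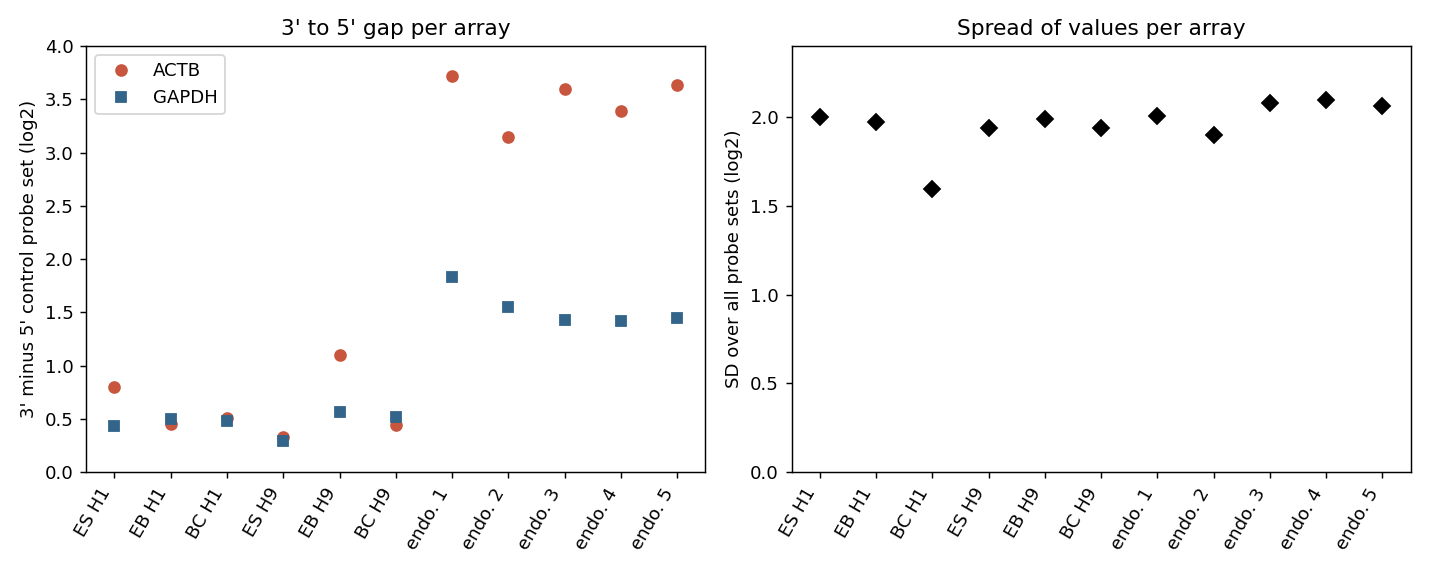
The left panel plots the log2 difference between the 3' and 5' control probe sets of ACTB (circles) and GAPDH (squares) on each of the 11 arrays, and the right panel plots the SD of the log2 values of each array. The 5 endothelial arrays have ACTB gaps from 3.14 to 3.72, and the H1 BC array has the lowest SD, 1.60.

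The step from ESCs to EBs shows which genes move as the stem cells begin to differentiate. Upon differentiation of ESCs into EBs, PRTG, which encodes a surface protein of the early embryo, was up-regulated 88.8-fold (log2 change 6.47, SE 0.27, adjusted p = 0.0264). APLNR, a receptor gene of early mesoderm, was up-regulated 32.8-fold to 10.04 ± 0.03 (adjusted p = 0.0264). SOX2, a transcription factor of pluripotent cells, was down-regulated 42.3-fold, from 10.99 ± 0.15 to 5.59 ± 0.34 (adjusted p = 0.0320), and PTPRZ1, a receptor phosphatase gene, was down-regulated 10.7-fold (adjusted p = 0.0446). A probe set of WNT5A, a Wnt ligand gene that was named after its values were seen, rose by 4.44 (SE 0.21, adjusted p = 0.0320).

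The pluripotency genes fell as a group between ESCs and EBs (camera adjusted p = 1.51e-26, median log2 change -1.81), and this call held with an estimated correlation (adjusted p = 0.0318). Of its 28 measured members, 1 was lower (SOX2), 27 were not called, and 17 were lower when adjusted over the list alone. The mesoderm and primitive streak genes rose as a group (adjusted p = 3.37e-22, and adjusted p = 0.155 with an estimated correlation). Of its 32 members, each judged only on the probe set kept for the gene, 1 was higher (APLNR). When adjusted over the list alone, 16 were higher and 1 was lower. The hypoxia response genes had a median change of 1.68 (camera adjusted p = 7.45e-14, and adjusted p = 0.298 with an estimated correlation). None of the 23 passed limma over all probe sets, 14 were higher at an unadjusted p under 0.05, and 8 were higher when adjusted over the list alone. MXI1, a MYC antagonist gene, stood at 5.36 ± 0.21 in ESCs and 10.08 ± 0.70 in EBs (adjusted p = 0.121), and ANKRD37 stood at 5.25 ± 0.03 and 9.13 ± 1.18 (adjusted p = 0.240). The regulators of hemangioblast formation also shifted up (camera adjusted p = 1.26e-07, and adjusted p = 0.298 with an estimated correlation), with 0 of 23 called by limma, 9 higher at an unadjusted p under 0.05 and 6 higher when adjusted over the list alone. Among them LMO2 stood at 3.81 ± 0.53 in ESCs and 7.89 ± 0.47 in EBs (adjusted p = 0.172), and GATA2 at 5.32 ± 0.30 and 7.98 ± 0.15 (adjusted p = 0.0854). The HOX genes, which pattern the body axis, had 6 of 20 members higher when adjusted over the list alone, 7 higher at an unadjusted p under 0.05 and 0 called over all probe sets (camera adjusted p = 1.69e-05, and adjusted p = 0.298 with an estimated correlation). HOXB6 stood at 4.46 ± 0.14 in ESCs and 9.31 ± 0.48 in EBs (adjusted p = 0.155). The stromal and smooth muscle list (camera adjusted p = 0.123) and the cardiac list (camera adjusted p = 0.0607) passed with the cell line as a replicate block, at 0.0332 and 0.0483, and had an adjusted p of 0.645 and 0.525 with an estimated correlation and no block. Camera also called the endothelial genes (higher in EBs, adjusted p = 0.00498), the cholesterol synthesis genes (higher, adjusted p = 0.00104), the genes of the study's antibody panel (higher, adjusted p = 0.00244) and the cell cycle genes (lower, adjusted p = 0.000265), for which the adjusted p was 0.525, 0.401, 0.257 and 0.525 with an estimated correlation. In these 4 lists limma called 0 members, with 6, 2 and 5 higher and 9 lower at an unadjusted p under 0.05, and 1, 0, 2 and 0 when adjusted over the list alone. The globin, heme and iron, erythroid membrane, megakaryocyte, leukocyte, prostate epithelial, endoderm, neuronal and immediate-early lists were not called (camera adjusted p from 0.0947 to 0.938). Among these, the erythroid membrane list had a median of -0.03 and a mean of 0.24, and the megakaryocyte list -0.02 and 0.10, with an upward camera direction in both. Some genes of these lists were picked by the study on these samples, so that counts adjusted over a list alone are not independent evidence.

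Over the array, 4 probe sets were higher and 3 were lower in EBs than in ESCs at an adjusted p under 0.05, of 54613 tested, and 3548 had an unadjusted p under 0.05. Of the 7, 2 carry several gene symbols and are not named. With the cell line as a replicate block limma called 0 probe sets, with 3608 at an unadjusted p under 0.05, and the adjusted p was 0.0659 for PRTG, 0.0767 for SOX2, APLNR and WNT5A and 0.105 for PTPRZ1. Leaving out the H1 ESC, H9 ESC, H1 EB or H9 EB array left 0 calls by limma, with 1832, 2743, 2421 and 2356 at an unadjusted p under 0.05. Without the H1 BC array, which enters this comparison only through the shared spread, 38 probe sets passed (27 higher and 11 lower), 6 of the 7 among them in the same direction, in a fit added after the data were examined.

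**Figure D2:**
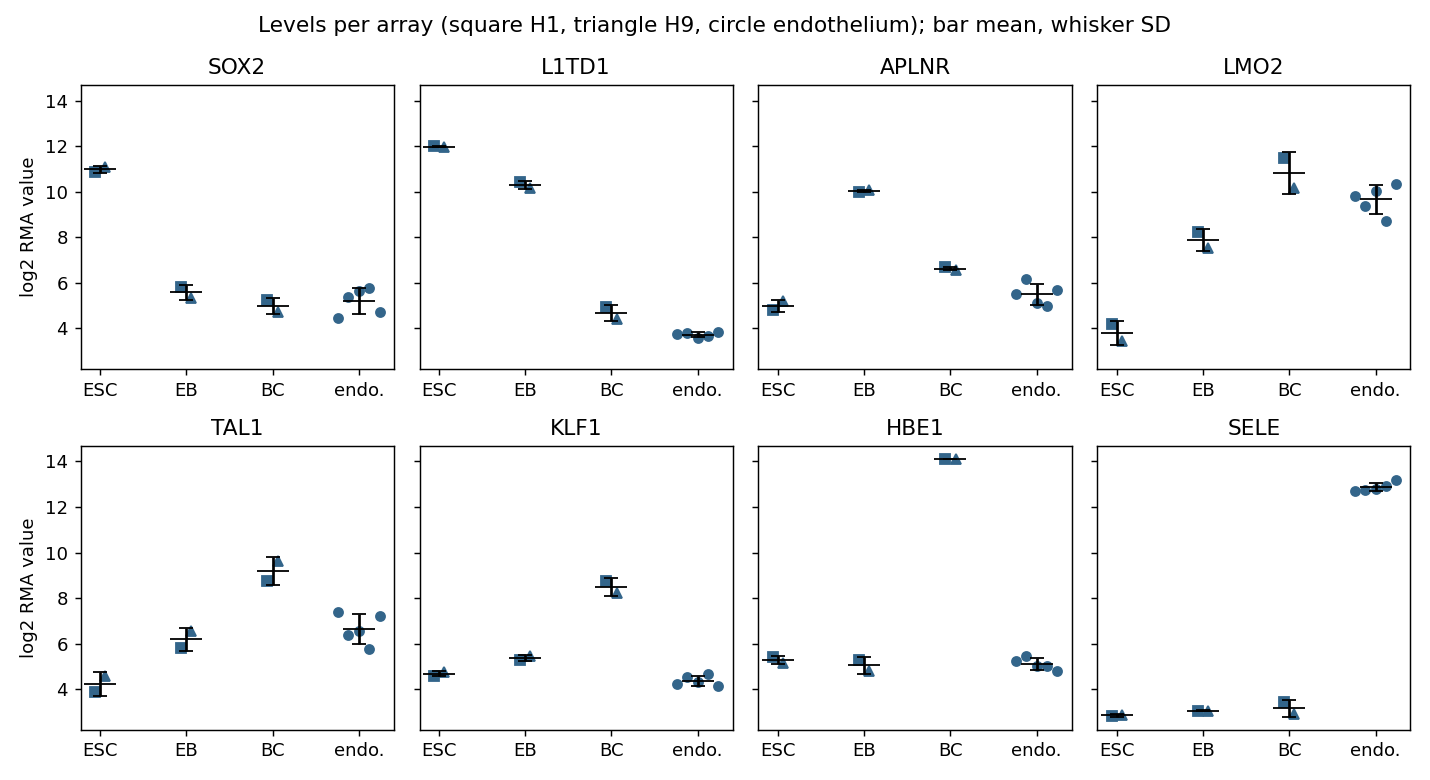
Log2 RMA values of 8 genes on each array of ESCs, EBs, BCs and endothelium (endo.), with H1 as squares, H9 as triangles and endothelial arrays as circles, the group mean as a bar and the SD as a whisker. HBE1 stands at 14.11 in BCs and 5.11 in endothelium, and SELE at 12.87 in endothelium and 3.16 in BCs.

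The step from EBs to BCs follows the formation of blast colonies. Among genes with a probe set of a single symbol, which leaves out the alpha and gamma globins, the embryonic globin genes were the most strongly up-regulated, HBZ by 10.03 on the log2 scale (SE 0.22, adjusted p = 0.000518) and HBE1 by 9.07 (SE 0.25, adjusted p = 0.000820). Their BC levels (13.89 ± 0.32 and 14.11 ± 0.01) lie near the highest value of the 2 BC arrays (14.28 and 14.18), so that saturation would make these and the later globin differences understated. ALAS2, which encodes the erythroid enzyme that starts heme synthesis, was up-regulated 27.1-fold (adjusted p = 0.0296). The erythroid transcription factor genes GFI1B (20.9-fold, adjusted p = 0.0119), NFE2 (17.9-fold, adjusted p = 0.0442) and KLF1 (8.67-fold, adjusted p = 0.0446) were up-regulated as well. In the other direction, L1TD1, an RNA-binding protein gene of pluripotent cells, was down-regulated 48.6-fold (adjusted p = 0.00533), and PRTG was down-regulated 26.5-fold (adjusted p = 0.0145) and APLNR 10.6-fold (adjusted p = 0.0200).

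Of the 6 globin genes measured, 3 were higher in BCs than in EBs (HBZ, HBE1 and HBM, the last 10.2-fold), 3 were not called, and 5 were higher when adjusted over the list alone (camera adjusted p = 8.06e-13, and adjusted p = 0.0808 with an estimated correlation). Of the 26 erythroid membrane and regulator genes, 3 were higher (NFE2, HEMGN and KLF1), and 20 were higher and 2 were lower when adjusted over the list alone (camera adjusted p = 1.01e-17, and adjusted p = 0.0834 with an estimated correlation). HEMGN, a nuclear protein gene of blood precursors, was 10.4-fold higher, and GATA1 stood at 5.22 ± 0.09 in EBs and 8.26 ± 0.77 in BCs (adjusted p = 0.127). The heme and iron genes had 2 of 19 members higher, ALAS2 and FECH, which encodes the last enzyme of heme synthesis, and 10 higher and 1 lower when adjusted over the list alone (camera adjusted p = 4.44e-07, and adjusted p = 0.148 with an estimated correlation). The megakaryocyte and platelet genes shifted up (camera adjusted p = 3.17e-10, and adjusted p = 0.159 with an estimated correlation), with 0 of 19 called by limma, 11 higher at an unadjusted p under 0.05 and 10 higher when adjusted over the list alone. Among them PF4 stood at 5.50 ± 0.16 in EBs and 10.78 ± 2.25 in BCs (adjusted p = 0.250). The hypoxia response genes, which had shifted up from ESCs to EBs, shifted down (median log2 change -2.85, camera adjusted p = 3.78e-13, and adjusted p = 0.176 with an estimated correlation). None of the 23 passed limma over all probe sets, 20 were lower at an unadjusted p under 0.05 and 19 were lower when adjusted over the list alone. BNIP3, a mitophagy gene, stood at 11.06 ± 0.20 in EBs and 6.32 ± 1.40 in BCs (adjusted p = 0.165). The mesoderm and primitive streak genes had 2 of 32 members lower (ISL1, a LIM homeobox gene, 17.4-fold, and APLNR), with 13 lower when adjusted over the list alone (camera adjusted p = 1.19e-10, and adjusted p = 0.146 with an estimated correlation). The pluripotency genes had 2 of 28 members lower (L1TD1 and SFRP2), with 12 lower when adjusted over the list alone (camera adjusted p = 1.72e-09, and adjusted p = 0.0808 with an estimated correlation). The secreted endoderm and liver genes shifted up (camera adjusted p = 0.000114, and adjusted p = 0.159 with an estimated correlation), with 0 of 24 called by limma, 6 higher at an unadjusted p under 0.05 and 2 higher when adjusted over the list alone. AFP, the fetal plasma protein gene, stood at 4.70 ± 0.18 in EBs and 10.28 ± 1.85 in BCs (adjusted p = 0.169). SALL1 (27.9-fold) and TET1 (27.2-fold), a transcription factor gene and a DNA demethylation enzyme gene, were down-regulated, as were RGS13 (9.49-fold), LIX1 (9.44-fold), SFRP2 (6.26-fold) and GPC4 (4.66-fold). The leukocyte genes shifted up (camera adjusted p = 5.39e-06, and adjusted p = 0.0808 with an estimated correlation), with 0 of 39 called by limma, 6 higher and 1 lower at an unadjusted p under 0.05 and 0 when adjusted over the list alone. The endothelial list also shifted up (camera adjusted p = 0.000349, and adjusted p = 0.371 with an estimated correlation), with 0 of 42 called, 15 higher and 4 lower at an unadjusted p under 0.05 and 11 higher and 4 lower when adjusted over the list alone. The antibody panel shifted up (camera adjusted p = 0.000349, and adjusted p = 0.113 with an estimated correlation), with 0 of 16 called by limma, 8 higher and 1 lower at an unadjusted p under 0.05 and 5 higher and 1 lower when adjusted over the list alone. The hemangioblast regulators had 1 of 23 higher, GFI1B, and 4 higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.00714, and adjusted p = 0.401 with an estimated correlation). Some genes of these lists were picked by the study on these samples, so that counts adjusted over a list alone are not independent evidence.

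Between EBs and BCs, 26 probe sets were higher and 19 were lower at an adjusted p under 0.05, and 5576 had an unadjusted p under 0.05. At B above 0 the counts were 81 higher and 204 lower, and in the fit of all 11 arrays 102 higher and 347 lower. With the cell line as a replicate block 23 passed. The blocked adjusted p was 0.0811 for ALAS2 and NFE2, 0.105 for KLF1, FECH, RGS13, LIX1 and SFRP2, 0.0900 for HBM and ISL1, 0.0840 for HEMGN, 0.0953 for SALL1, 0.0576 for TET1, 0.0768 for APLNR and 0.114 for GPC4. The count was 99 without the H1 BC array (87 higher and 12 lower), with 28 of the 45 shared in the same direction, and 5658 without the H9 BC array (2224 higher and 3434 lower). It was 7 without the H1 EB array and 6 without the H9 EB array, all higher in BCs. Of the 19 named genes that passed, 10 kept their call without the H1 BC array and 2 without either EB array. In fits of the lists added after the data were examined, without the H1 BC array the upward call of the neuronal genes (adjusted p = 0.0956, against 0.00730 with it) and the downward call of the cell cycle genes (adjusted p = 0.0682, against 0.000349 with it) were lost. With all 6 arrays and an estimated correlation their adjusted p was 0.317 and 0.494, and of the 32 cell cycle genes limma called 0, with 10 lower at an unadjusted p under 0.05 and 0 when adjusted over the list alone.

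The comparison of ESCs with BCs spans both steps. The globin genes HBZ (9.66 on the log2 scale, SE 0.22, adjusted p = 0.000618) and HBE1 (8.83, SE 0.25, adjusted p = 0.000946) were again the most strongly up-regulated of the genes with a single-symbol probe set. LMO2 and TAL1, which encode regulators of hemangioblast and blood formation, were up-regulated 129-fold (adjusted p = 0.0212) and 31.2-fold (adjusted p = 0.0330). The fold of LMO2 was 82.1 without the H1 BC array and 202 without the H9 BC array. SLC4A1, the red cell anion exchanger gene, was up-regulated 11.2-fold to 10.02 ± 0.64 (adjusted p = 0.0408). L1TD1 was down-regulated 158-fold (adjusted p = 0.00170), the neuropeptide gene GAL 101-fold (adjusted p = 0.0124), MIR302B, a microRNA gene of pluripotent cells, 82.0-fold (adjusted p = 0.0249), and SOX2 64.4-fold (adjusted p = 0.00448).

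The pluripotency genes were down-regulated as a group, with a median log2 change of -4.21 (camera adjusted p = 9.59e-28), and this call held with an estimated correlation (adjusted p = 0.0298). Of the 28 members 11 were lower in BCs than in ESCs, 17 were not called and 26 were lower when adjusted over the list alone. They include ZIC2 (68.0-fold), LEFTY1 (61.8-fold), a Nodal antagonist gene, SFRP2 (41.9-fold) and TERF1 (32.1-fold), a telomere protein gene. Outside the list, TUBB2B (69.4-fold) and PTPRZ1 (30.1-fold) were down-regulated. The folds of TERF1 and TUBB2B were 19.8 and 40.2 without the H1 BC array and 51.9 and 119.6 without the H9 BC array, and that of LEFTY1 was 41.1 without the H1 ESC array and 93.1 without the H9 ESC array (adjusted p = 0.138 and 0.0760 by limma). The regulators of hemangioblast formation had 3 of 23 members higher (LMO2, TAL1 and GFI1B), with 11 higher when adjusted over the list alone (camera adjusted p = 5.15e-10, and adjusted p = 0.155 with an estimated correlation). GATA2 stood at 5.32 ± 0.30 in ESCs and 7.53 ± 0.25 in BCs (adjusted p = 0.0664). The globins had 3 of 6 members higher, with 5 higher when adjusted over the list alone (camera adjusted p = 4.81e-12, and adjusted p = 0.0503 with an estimated correlation). The erythroid membrane and regulator genes had 5 of 26 members higher, among them NFE2 (21.4-fold), KLF1 (14.01-fold), SLC4A1 and HEMGN (9.65-fold), with 20 higher when adjusted over the list alone (camera adjusted p = 1.99e-21, and adjusted p = 0.0652 with an estimated correlation). The heme and iron genes had 2 of 19 higher (ALAS2, 40.9-fold, and FECH, 5.96-fold) and 1 lower, the heme exporter gene FLVCR1 (8.03-fold), with 11 higher and 2 lower when adjusted over the list alone (camera adjusted p = 2.94e-07, and adjusted p = 0.146 with an estimated correlation). The megakaryocyte and platelet genes shifted up (camera adjusted p = 2.37e-10, and adjusted p = 0.155 with an estimated correlation), with 0 of 19 called by limma, 13 higher at an unadjusted p under 0.05 and 11 higher when adjusted over the list alone. The endothelial genes shifted up (median 0.65, camera adjusted p = 1.08e-09, and adjusted p = 0.178 with an estimated correlation), with 0 of 42 called by limma, 17 higher at an unadjusted p under 0.05 and 7 higher when adjusted over the list alone. PECAM1, which encodes CD31, stood at 5.001 ± 0.342 in ESCs and 8.27 ± 1.92 in BCs (adjusted p = 0.300), and CDH5, which encodes VE-cadherin, at 4.25 ± 0.24 and 6.88 ± 1.37 (adjusted p = 0.267). The cell cycle genes shifted down (median log2 change -1.44, camera adjusted p = 1.26e-09, and adjusted p = 0.280 with an estimated correlation), with 0 of 32 called by limma, 19 lower at an unadjusted p under 0.05 and 10 lower when adjusted over the list alone. The cardiac list had 1 of 26 members higher, MYL4 (9.39-fold), an atrial and embryonic myosin light chain gene, which was also its only member higher when adjusted over the list alone (camera adjusted p = 0.0104, and adjusted p = 0.335 with an estimated correlation). The scaffold protein gene MTSS1 was 10.4-fold higher on the brightest of its probe sets, whereas the median over its probe sets changed by -0.065 on the log2 scale. The antibody panel had 1 of 16 higher, LMO2, and 11 higher and 1 lower when adjusted over the list alone (camera adjusted p = 4.45e-09, and adjusted p = 0.0503 with an estimated correlation). Some genes of these lists were picked by the study on these samples, so that counts adjusted over a list alone are not independent evidence.

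Between ESCs and BCs, 41 probe sets were higher and 66 were lower at an adjusted p under 0.05, and 5837 had an unadjusted p under 0.05. With the cell line as a replicate block 87 passed (34 higher and 53 lower), and the adjusted p was 0.0978 for FECH, 0.0919 for FLVCR1, 0.0621 for MTSS1, 0.0933 for MYL4, 0.0741 for SLC4A1 and 0.0708 for TERF1. The count was 261 without the H1 BC array, with 208 higher and 53 lower and 77 of the 107 shared in the same direction, and 4480 without the H9 BC array (1483 higher and 2997 lower). It was 10 without the H1 ESC array (9 higher and 1 lower) and 12 without the H9 ESC array (10 higher and 2 lower). Of the 25 named genes that passed, 19 kept their call without the H1 BC array and 2 without either ESC array. In fits of the lists added after the data were examined, without the H1 BC array the list calls of the hypoxia response genes (adjusted p = 0.380, against 0.0291 with it), the cholesterol synthesis genes (adjusted p = 0.233, against 0.0167) and the neuronal genes (adjusted p = 0.233, against 0.0115) were lost. With all 6 arrays and an estimated correlation the adjusted p of these 3 lists was 0.555, 0.337 and 0.287. Limma called 0 of their members, with 1 higher and 6 lower, 5 lower, and 3 higher and 3 lower at an unadjusted p under 0.05, and 0, 1 and 2 lower when adjusted over the list alone. The median change without the H1 BC array was 1.07 for the endothelial genes and -0.84 for the cell cycle genes.

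**Figure D3:**
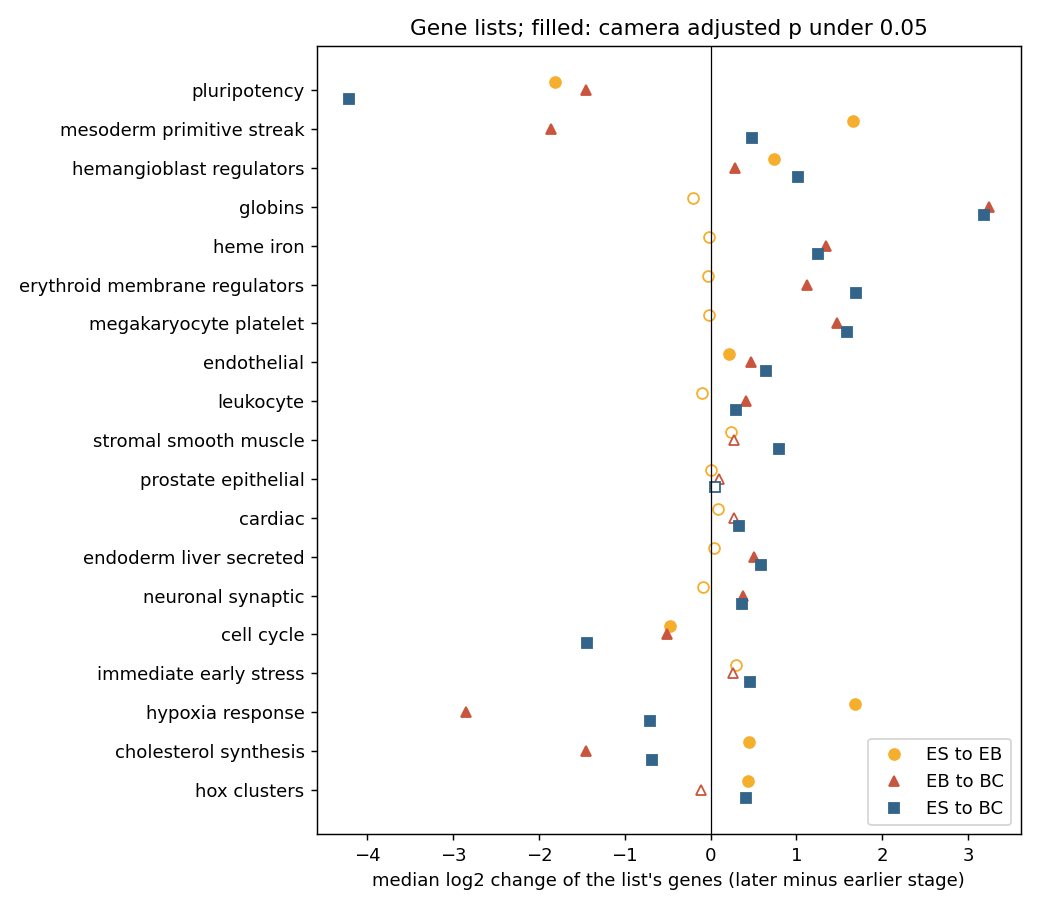
Median log2 change of the measured genes of 19 lists for ESC to EB (circles), EB to BC (triangles) and ESC to BC (squares), with filled symbols where camera gave an adjusted p under 0.05 over the 20 lists of a comparison. The hypoxia response list lies at 1.68 for ESC to EB and at -2.85 for EB to BC, and the pluripotency list at -4.21 for ESC to BC.

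The BCs were compared with endothelium to set aside what they share with a mature endothelial cell. HBZ (9.73 on the log2 scale, SE 0.14, adjusted p = 1.08e-09) and HBE1 (9.01, SE 0.20, adjusted p = 2.55e-08) had the largest differences in favour of BCs among genes with a single-symbol probe set. DLK1, a Notch family ligand gene of fetal tissues (144-fold, adjusted p = 0.000175), AFP (89.7-fold, adjusted p = 6.28e-05), the apolipoprotein gene APOA2 (60.5-fold, adjusted p = 0.0160) and the platelet factor gene PF4 (42.1-fold, adjusted p = 0.000536) were also higher in BCs. The 2 BC arrays differed widely for these genes. For APOA2 the lines differed at every stage, with 4.76, 6.08 and 7.01 in H1 ESCs, EBs and BCs and 8.2, 10.4 and 12.2 in H9. DLK1 differed in EBs as well (6.59 in H1 and 8.92 in H9), whereas AFP (4.83 and 4.57) and PF4 (5.61 and 5.39) were close there. The folds without the H1 BC array were 380.0 for DLK1, 222 for AFP, 367 for APOA2 and 127 for PF4, and without the H9 BC array they were 54.7, 36.3, 9.96 (adjusted p = 0.109 by limma) and 13.96. Endothelium was higher in SELE, the E-selectin gene of activated endothelium (836-fold, adjusted p = 5.28e-09), SPARCL1 (393-fold, adjusted p = 4.47e-07), the chemokine gene CXCL8 (372-fold, adjusted p = 5.91e-06) and VCAM1, an adhesion molecule gene (203.5-fold, adjusted p = 3.57e-06).

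All 6 globin genes were higher in BCs than in endothelium, also when adjusted over the list alone, and the list call held with an estimated correlation (camera adjusted p = 1.74e-06, and adjusted p = 0.0256 with an estimated correlation). The difference of HBD rested mainly on the H9 BC array, with 4.47 on the H1 and 9.60 on the H9 BC array. Its fold was 9.39, against 55.7 without the H1 BC array and 1.58 without the H9 BC array. The erythroid membrane and regulator genes had 21 of 26 members higher and 1 lower, the same counts as when adjusted over the list alone (camera adjusted p = 1.59e-09, and adjusted p = 0.0724 with an estimated correlation), with NFE2 24.9-fold and KLF1 17.4-fold higher. The heme and iron genes had 13 of 19 higher and 3 lower, and 13 higher and 5 lower when adjusted over the list alone (camera adjusted p = 0.00151, and adjusted p = 0.133 with an estimated correlation), with ALAS2 47.1-fold and BLVRB 11.2-fold higher. The megakaryocyte and platelet genes had 8 of 19 higher and 1 lower, and 10 higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.00410, and adjusted p = 0.321 with an estimated correlation), with PPBP 28.1-fold higher. Of the 32 cell cycle genes 26 were higher in BCs, and 26 were higher and 1 lower when adjusted over the list alone (camera adjusted p = 1.88e-11, and adjusted p = 0.133 with an estimated correlation), among them RRM2 (30.8-fold) and TYMS (25.8-fold), which encode enzymes of nucleotide synthesis. The secreted endoderm and liver genes had 15 of 24 members higher and 1 lower, the same counts as when adjusted over the list alone (camera adjusted p = 0.000342, and adjusted p = 0.0996 with an estimated correlation), with the fibrinogen gene FGB 27.7-fold higher. The endothelial list had 26 of 42 members lower and 1 higher in BCs, and 29 lower and 1 higher when adjusted over the list alone (camera adjusted p = 1.34e-12, and adjusted p = 0.133 with an estimated correlation), with ANGPT2 96.9-fold and SOX7 56.0-fold lower. The median of the endothelial list was -2.44, and -1.44 without the H1 BC array, in a fit added after the data were examined. PECAM1 and CDH5 were 5.98-fold and 5.66-fold lower in BCs. Their folds were 2.34 and 2.89 without the H1 BC array and 15.3 and 11.05 without the H9 BC array. The immediate-early and stress genes had 22 of 24 members lower in BCs, and 23 lower when adjusted over the list alone (camera adjusted p = 3.99e-14, and adjusted p = 0.0996 with an estimated correlation), with NR4A2 99.9-fold and IER3 84.0-fold lower. The leukocyte list had 8 of 39 members lower and 2 higher in BCs, and 8 lower and 1 higher when adjusted over the list alone (camera adjusted p = 0.00278, and adjusted p = 0.538 with an estimated correlation). HLA-DRA, a class II antigen presentation gene, stood at 10.98 ± 0.95 and the monocyte gene CD14 at 9.19 ± 0.61 in the endothelial arrays. The hemangioblast regulators had 5 of 23 members higher and 4 lower, and 6 higher and 4 lower when adjusted over the list alone (camera adjusted p = 0.664), with GFI1B 20.7-fold higher and ERG 9.05-fold lower in BCs. The prostate epithelial and stromal lists had 2 of 18 and 2 of 22 higher and 1 lower each, and 0 called by limma when adjusted over the list alone, with 2 and 3 higher and 2 lower in each at an unadjusted p under 0.05 (camera adjusted p = 0.713 and 0.664). The higher stromal genes were COL1A1 (10.06-fold) and COL3A1 (10.69-fold). The folds of COL1A1 and COL3A1 were 23.7 and 28.4 without the H1 BC array and 4.275 and 4.022 without the H9 BC array. The medians of the prostate epithelial and stromal lists were 0.13 and -0.31 and their means -0.79 and 0.02, with a downward camera direction in both. The medians without the H1 BC array were -0.021 and 0.40, and the camera direction of the stromal list was upward (adjusted p = 0.704 and 0.425). Some genes of these lists were picked by the study on these samples. Among other genes, the tachykinin gene TAC3 (55.7-fold), PCLAF (43.7-fold) and RELN (31.2-fold) were higher in BCs, and MAFF (326-fold), PTGS2 (289-fold), FAM241A (200.2-fold), MMP1 (175-fold), NCOA7 (157-fold) and RGS1 (152-fold) were higher in endothelium. The folds of several genes were sensitive to 1 BC array: without that of line H1 they were 142 for PPBP, 95.01 for FGB, 74.0 for RRM2, 44.35 for IER3, 28.2 for TAC3, 84.7 for PCLAF, 15.6 for RELN, 170.5 for MAFF and 95.1 for NCOA7. Without the H9 BC array they were 5.55, 8.08, 12.8, 159 and 109.9 for the first 5 and 22.6, 62.1, 624 and 258.5 for the others, and without the second endothelial array the fold was 264 for MMP1.

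Between BCs and endothelium 9731 probe sets were higher in BCs and 7062 were lower at an adjusted p under 0.05, of which 3565 and 6360 differed at least 2-fold. The median over all probe sets was 0.19 in favour of BCs and 0.08 with each array's median subtracted, so that small differences lie within this shift. Without the H1 BC array 7532 probe sets passed (3822 higher and 3710 lower), of which 6644 were shared with the 16793 in the same direction, and 76 of the 92 named genes that passed kept their call. The study took the endothelial arrays from a publicly available data set. Cell type and data source cannot be told apart in this comparison or in the other 2 with endothelium, and the 3' to 5' gap given above goes with the endothelial arrays.

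To find genes of BCs that the stem cells did not share, probe sets higher in BCs than in endothelium were filtered by removing those also higher in ESCs than in endothelium. The filter left 5920 of 9731 probe sets. Of these, 33 were also higher in BCs than in ESCs when the stages were compared directly over the 6 arrays, and 128 in the fit of 11 arrays. The mean BC level was under 6 on the log2 scale for 75.6% of the 5920. At the threshold of B above 0 the filter left 895 of 1602 probe sets, of which 35 were higher in BCs than in ESCs over the 6 arrays and 127 over the 11 arrays. Without the H1 BC array the filter left 956 probe sets, and without the H9 BC array 11027. With each array's median subtracted it left 3729.

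The ESCs and EBs were compared with the same endothelial arrays. In ESCs, LIN28A (336-fold, adjusted p = 0.000234) and L1TD1 (304-fold, adjusted p = 1.40e-08), which encode RNA-binding proteins of pluripotent cells, the neurotensin gene NTS (169-fold) and MIR302B (129.7-fold) were higher than in endothelium. TRIM71 (119.7-fold), LIN28B (116-fold), LEFTY1 (115-fold), LINC00458 (115-fold), GAL (113-fold) and DPPA4 (98.0-fold) were higher as well. SELE (1035-fold), NCOA7 (415-fold), PTGS2 (406.5-fold), the prostaglandin synthase gene, and SPARCL1 (374-fold) were higher in endothelium than in ESCs, as were MMP1 (373.5-fold), SRGN (366-fold), CD93 (314-fold), CXCL2 (307-fold), TM4SF1 (269-fold) and MALAT1 (262-fold). Without the H1 ESC array the folds of LEFTY1 and LINC00458 were 76.7 and 186.5, without the H9 ESC array 174 and 70.6, and without the second endothelial array that of MMP1 was 561. In EBs, NTS (259-fold), LIN28A (197-fold), the cardiac and mesoderm transcription factor gene HAND1 (193-fold, adjusted p = 0.000251) and PRTG (114-fold) were higher than in endothelium, as were HAPLN1 (109.5-fold), a matrix protein gene, and the cardiac actin gene ACTC1 (74.0-fold). CXCL8 (log2 difference -10.05), SELE (899-fold), CXCL2 (473-fold) and SRGN (409.8-fold) were higher in endothelium than in EBs.

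The pluripotency genes had 23 of 28 members higher and 1 lower in ESCs than in endothelium, the same counts as when adjusted over the list alone, and the call held with an estimated correlation (camera adjusted p = 2.54e-14, and adjusted p = 0.000970 with an estimated correlation). In EBs 16 were higher and 1 lower, and 17 higher and 1 lower when adjusted over the list alone (camera adjusted p = 2.39e-06, and adjusted p = 0.0165 with an estimated correlation). The mesoderm and primitive streak genes had 18 of 32 members higher in EBs than in endothelium, and 19 when adjusted over the list alone (camera adjusted p = 7.54e-07, and adjusted p = 0.0934 with an estimated correlation), among them HAND1, HAPLN1, MSX2 (27.3-fold, 46.1-fold without the H1 EB array and 16.2-fold without the H9 EB array) and APLNR (23.3-fold). The endothelial list had 34 of 42 members lower and 1 higher in ESCs, and 38 lower and 1 higher when adjusted over the list alone (camera adjusted p = 3.04e-21, and adjusted p = 0.0683 with an estimated correlation). In EBs 31 of them were lower and 1 higher, and 33 lower and 1 higher when adjusted over the list alone (camera adjusted p = 1.81e-18, and adjusted p = 0.0934 with an estimated correlation). The cell cycle genes had 31 of 32 members higher in ESCs, and 31 higher and 1 lower when adjusted over the list alone (camera adjusted p = 4.87e-18, and adjusted p = 0.0795 with an estimated correlation), with RRM2 93.2-fold higher. In both comparisons 22 of the 24 immediate-early and stress genes were lower than in endothelium, also when adjusted over the list alone (camera adjusted p = 3.65e-18 for ESCs and 2.11e-18 for EBs, and adjusted p = 0.0683 and 0.0934 with an estimated correlation), with FOS 50.6-fold lower in ESCs and EGR3 43.1-fold lower in EBs. The leukocyte list had 12 of 39 members lower in ESCs than in endothelium, and 16 when adjusted over the list alone (camera adjusted p = 1.15e-06, and adjusted p = 0.401 with an estimated correlation), with HLA-DRA 60.2-fold, LYZ 45.8-fold and CD14 36.3-fold lower. In EBs 15 were lower, and 19 when adjusted over the list alone (camera adjusted p = 2.91e-08, and adjusted p = 0.309 with an estimated correlation). The prostate epithelial list had 1 of 18 members lower in ESCs, ACP3 (24.2-fold, 16.1-fold without the third and 40.9-fold without the fifth endothelial array), and 0 when adjusted over the list alone by limma, with 4 higher and 3 lower at an unadjusted p under 0.05 (camera adjusted p = 0.636). Its median was 0.10 and its mean -0.43, with a downward camera direction. The stromal and smooth muscle list had 4 of 22 lower and 1 higher, the same counts as when adjusted over the list alone (camera adjusted p = 0.0556). Some genes of these lists were picked by the study on these samples. The list of the study's antibody panel had 8 of 16 members lower and 2 higher in ESCs, and 9 lower and 2 higher when adjusted over the list alone, and the call held with an estimated correlation (camera adjusted p = 0.000329, and adjusted p = 0.0437 with an estimated correlation).

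Between ESCs and endothelium 7046 probe sets were higher and 6040 lower in ESCs, and between EBs and endothelium 6664 were higher and 5525 lower in EBs, at an adjusted p under 0.05. The probe sets higher in both BCs and ESCs than in endothelium numbered 3811, and those lower in both numbered 4981. Because the same endothelial arrays serve both, the higher overlap was compared with 1255 for independent lists, 2382 for simulated unchanged groups with lists of the same lengths and a mean of 1377 when the endothelial arrays were split between the comparisons. The corresponding values for the lower overlap were 781, 1684 and 3372. The lists of the split fits were shorter, with means of 3698 probe sets higher and 5371 lower in BCs and 4157.5 higher and 4954 lower in ESCs, for which independent lists would share 265 and 482. The split fits used 20 divisions of the 5 endothelial arrays and the simulation 20 draws. The ESC count was 7990 without the H1 ESC array and 6875 without the H9 ESC array, and the EB count was 6943 without the H1 EB array and 5862 without the H9 EB array. Without the H1 BC array, in fits added after the data were examined, 15625 probe sets passed for ESCs and 14454 for EBs.

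**Figure D4:**
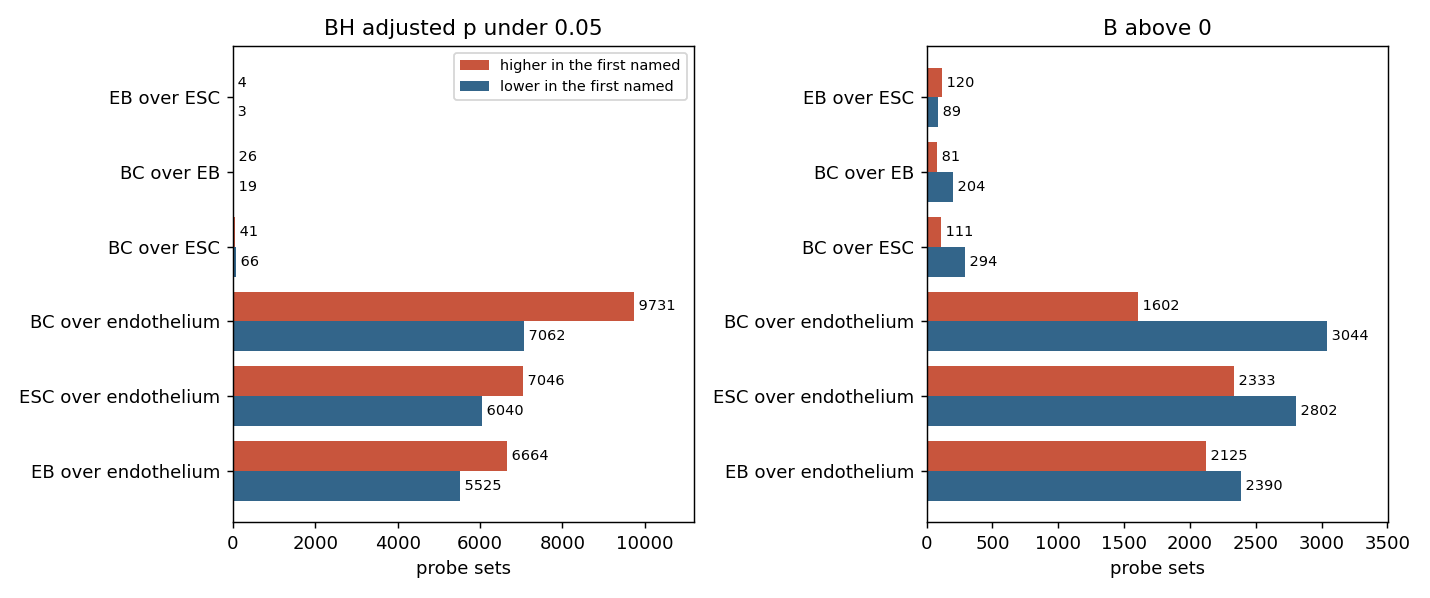
Number of probe sets higher or lower in the later stage, or in the hESC-derived cells against endothelium, at a Benjamini-Hochberg adjusted p under 0.05 (left) and at B above 0 (right), with linear axes that start at 0. The ESC to EB step has 7 calls on the left and 209 on the right, and the comparison of BCs with endothelium has 16793 and 4646.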

Values the study reported

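Using a B statistic above 0 as its threshold, the study reported 128 genes with higher and 87 genes with lower expression after ESCs became EBs. For EBs becoming BCs it gave 82 higher and 185 lower genes, and for ESCs compared with BCs it gave 107 higher and 267 lower genes.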

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

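Of the tests below, those of weak signal and of undifferentiated cells on the H1 BC array, of 3' bias and of prostate epithelial RNA were chosen only after the result was seen.

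The BC array of line H1 stood apart from the BC array of line H9, with the lowest SD of the 11 arrays. Undifferentiated cells in the H1 BC sample are argued against as the source of the pattern, since 9 of 12 genes abundant in ESCs and low in endothelium read lower on the H1 than on the H9 BC array (median of the 12 -1.19, 95% interval -2.22 to -0.38, of which the narrower range alone gives -0.29), at a median of 1.94% of their ESC level in H1 and 5.73% in H9. An earlier test of the same cells, replaced after its values were seen, put the pluripotency list's H1 minus H9 median at percentile 75.6 of random lists matched on the BC arrays and at 99.9 of lists matched on the hESC-derived arrays, so that a small share of such cells stays open. Weak signal over background and unequal distributions left by the normalization cannot be told apart as sources of the narrow range. The narrower range alone gives -1.37 of the -1.60 by which bright probe sets differed from dim ones between the 2 BC arrays. Quantile normalization equalizes the distributions and keeps the order of the probe sets within an array. After it the H1 and H9 arrays correlated at 0.894 for BCs, 0.973 for ESCs and 0.971 for EBs. This argues against unequal distributions of the values alone as the source of the low BC correlation. A real difference between the lines in their BCs stays open and was not tested, as each line gave 1 BC array. Whether the H9 BC sample, with the higher median share of the ESC level, held less differentiated cells was likewise not tested.

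In the comparison of ESCs with endothelium, 251 of the 2383 genes with several called probe sets (10.5%) had calls in both directions, and in that of BCs 519 of 2875 (18.1%). Dim probe sets near background are a candidate explanation, since with bright probe sets only the share for ESCs was 4.04% (42 of 1039 genes), 0.384 of the share over all. A 3' bias of the endothelial RNA cannot be told apart, because the bright genes of the 3 steps are too few, with calls in both directions for 0 of 21, 0 of 29 and 0 of 56 of them by limma in the fit of 11 arrays (4271, 8456 and 8071 probe sets at an unadjusted p under 0.05), against 4.36%, 4.04% and 3.39% for BCs, ESCs and EBs against endothelium, and even 0 of 56 gives p = 0.106 against ESCs (one-sided Fisher's exact test, added after the values were seen). Different transcripts of a gene in the 2 cell types stay open and were not tested.

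Of the 39 leukocyte genes 12 were higher in endothelium than in ESCs (30.8%, against 13.2% of all genes, a ratio of 2.33, one-sided Fisher's exact test, which takes genes as independent, p = 0.00338, whereas the list had a camera adjusted p of 0.401 with an estimated correlation), with levels of 10.98 ± 0.95 for HLA-DRA, 9.997 ± 0.674 for CD74, 9.52 ± 1.10 for LAPTM5, 9.21 ± 1.40 for LYZ and 7.27 ± 1.08 for PTPRC. RNA from leukocytes may contribute, and a CD31 sort would not remove leukocytes that carry CD31, but activated endothelium also expresses HLA-DRA and CD74, 2 of the 12, and expression by the endothelium itself was not tested. Stromal RNA cannot be told apart at 4 of 22 genes (ratio 1.38, exact p = 0.329). Prostate epithelial RNA cannot be told apart either, at 1 of 18 genes (ratio 0.421, exact p = 0.293 for a lower share, a condition added after the values were seen), since ESCs themselves express epithelial genes of the list (KRT18 at 12.39 ± 0.00 and EPCAM at 10.48 ± 0.33). The abundant epithelial genes varied widely between the endothelial arrays, with ACP3 at 9.25 ± 2.23 and MSMB at 8.18 ± 2.96, and KLK3 stood at 6.94 ± 0.33 on the probe set kept but differed by -2.36 between BCs and endothelium as the median of its probe sets, and a CD31 sort would remove such cells.

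Among the 5 endothelial arrays, a lone value far from the other 4 was found for 11 of the 175 groups of values tested, where chance gives about 1 in 20. The lone value was lower than the others for FOXO1 (9.03), GFI1B (4.58), MEF2C (8.24), PF4 (4.97) and SPARCL1 (12.01). It was higher for GAL (5.66), HMGA2 (5.91), KEL (6.28), RELN (5.94), SYT1 (5.93) and ZIC2 (3.97). The lone values of FOXO1, GAL, HMGA2, MEF2C, PF4 and SPARCL1 lay on the fourth endothelial array. Those of GFI1B and ZIC2 lay on the first, that of KEL on the second and those of RELN and SYT1 on the third.

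For some lists the median moved in opposite directions in the 2 lines, and these differences were not tested. For ESCs to EBs the H1 minus H9 change was -0.55 for heme and iron, -0.12 for erythroid membrane and regulator, -0.23 for megakaryocyte and platelet and 0.14 for secreted endoderm and liver genes. For EBs to BCs it was -0.66 for stromal and smooth muscle, 0.41 for prostate epithelial, 0.092 for cardiac, -0.62 for immediate-early and stress and -0.26 for HOX genes. For ESCs to BCs it was 0.22 for prostate epithelial genes and -1.33 for hypoxia response genes, which changed by -1.31 in H1 and by 0.02 in H9.

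Control probe sets, which no comparison used, also set the endothelial arrays apart. The 3' minus 5' gap averaged 3.497 for ACTB and 1.54 for GAPDH in endothelium (0.36 for GAPDH in ESCs, 0.53 in EBs and 0.50 in BCs), and the poly-A controls averaged 7.16 against 5.37, 5.27 and 6.25 in ESCs, EBs and BCs. The hybridization controls went the other way, at 9.88 in endothelium against 11.86, 12.53 and 12.78.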

How the results depend on the processing

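The crossed replicate block, the lists after quantile normalization and without the H1 BC array, and the counts without that array for ESCs to EBs and for ESCs and EBs against endothelium were chosen after seeing the data. Over all alternatives, 61 of the counts stayed within 1.5 times their value and 48 moved further. Of the list results 652 kept their side of the threshold, 104 lost and 23 gained their call and 1 was counted as reversed. Some uncalled lists among the 652 changed direction. Examples are the heme and iron list for ESCs to EBs with fry and the stromal list for BCs against endothelium without the H1 BC array. Of the results of named genes 3852 kept their side of the threshold, 423 lost and 49 gained their call and 6 were counted as reversed. Unless the setting itself shows it (fewer probe sets tested or fewer arrays), the cause was not tested. What these arrays limit is the signal over background, since dim probe sets have no detection call.

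At B above 0 the counts were 209 for ESCs to EBs, 285 for EBs to BCs, 405 for ESCs to BCs, 4646, 5135 and 4515 for BCs, ESCs and EBs against endothelium and 895 for the filtered BC set. A minimum log2 change of 1 gave 9925 for BCs against endothelium and 1744 for the filtered set. Fitting all 11 arrays gave 328, 449 and 784 for the 3 steps. Trended and robust moderation gave 79, 92 and 215. For EBs to BCs most calls were higher in BCs with the 6 arrays, but most were lower at B above 0 (81 higher, 204 lower), with all 11 arrays (102 and 347), with trended and robust moderation (43 and 49), with the filter at 6 (24 and 33) and without cross-hybridizing probe sets (7 and 13). Against endothelium most calls were likewise lower at B above 0 for BCs (1602 and 3044), ESCs (2333 and 2802) and EBs (2125 and 2390), and with the filter at 6 (3451 and 6396, 4845 and 5392, 4616 and 4889) or a minimum log2 change of 1 (3565 and 6360, 4555 and 5376, 4370 and 4845). The filter at 6 gave 34 for ESCs to EBs, 213 for ESCs to BCs, 9847 for BCs against endothelium and 1095 for the filtered set. Without cross-hybridizing probe sets the counts were 24, 20 and 69 for the 3 steps and 8128 and 7528 for ESCs and EBs against endothelium. Median scaling gave 3729 for the filtered set, and it moved the share of higher calls for BCs against endothelium from 57.9% to 48.3%.

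With the line as a replicate block limma called 0 probe sets for ESCs to EBs (3608 at an unadjusted p under 0.05), 23 for EBs to BCs and 87 for ESCs to BCs, and the random replicate block gave 16711, 13019 and 12132 for BCs, ESCs and EBs against endothelium and 5879 for the filtered set. It ended the call of RGS5 for BCs against endothelium (adjusted p = 0.0514 by limma), and among the named genes and lists the other calls that the pairing changed are given beside the results. With the lines of the BC arrays exchanged, the crossed pairing gave 14 calls for EBs to BCs and 94 for ESCs to BCs.

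Leaving out 1 array at a time, with a lone array of a group assumed to vary like the other groups, gave 0 (limma, 1832 at an unadjusted p under 0.05 without the H1 ESC array) to 38 calls for ESCs to EBs, 6 to 5658 for EBs to BCs and 10 to 4480 for ESCs to BCs. Against endothelium the ranges were 7532 to 23255 for BCs, 6875 to 15625 for ESCs and 5862 to 14454 for EBs, and 956 to 11027 for the filtered set. Without the H1 BC array the stromal (adjusted p = 3.41e-06) and immediate-early (adjusted p = 0.000125) lists were called for EBs to BCs, and the cholesterol synthesis list for EBs against endothelium (adjusted p = 0.0319). After quantile normalization the cell cycle list for EBs to BCs (adjusted p = 0.193) and the cholesterol synthesis list for ESCs to BCs (adjusted p = 0.123) lost their calls, and the stromal (adjusted p = 0.0448) and immediate-early (adjusted p = 0.0140) lists for EBs to BCs and the cholesterol synthesis list for EBs against endothelium (adjusted p = 0.0277) gained theirs. The cardiac list for ESCs to EBs gained a call with the median of a gene's probe sets (adjusted p = 0.0236) and with all 11 arrays (adjusted p = 0.0347). With only the compared groups the stromal and neuronal lists for ESCs (adjusted p = 0.0496 each) and the cholesterol synthesis list for EBs (adjusted p = 0.0427) against endothelium gained calls. For EBs against endothelium the median of a gene's probe sets called the cholesterol synthesis list (adjusted p = 0.00535) and not the antibody panel (adjusted p = 0.0927). These gained calls rest on the preset correlation, and with all planned arrays and an estimated correlation the adjusted p was 0.627 for the stromal and 0.401 for the immediate-early list for EBs to BCs, 0.525 for the cardiac list for ESCs to EBs, 0.759 for the stromal and 0.468 for the neuronal list for ESCs and 0.477 for the cholesterol synthesis list for EBs against endothelium.

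The median of a gene's probe sets reversed MTSS1 for ESCs to BCs (-0.065), FLI1 (0.24) and KLK3 (-2.36) for BCs, MYLK (0.12) for ESCs, and SLC25A37 (0.027) and TFRC (1.27) for EBs against endothelium. Fry reversed the direction of the antibody panel for BCs against endothelium (adjusted p = 0.00993), whose median was 0.02 and mean -0.07.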

Other observations

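The cholesterol synthesis genes shifted down from EBs to BCs (median log2 change -1.45, camera adjusted p = 1.01e-05, and adjusted p = 0.176 with an estimated correlation), with 0 of 16 called by limma, 9 lower at an unadjusted p under 0.05 and 7 lower when adjusted over the list alone. Their median was -0.78 without the H1 BC array, in a fit added after the data were examined. STARD4, a sterol carrier gene, stood at 7.86 ± 0.28 in EBs and 5.56 ± 0.95 in BCs (adjusted p = 0.253 by limma). From ESCs to BCs the stromal and smooth muscle genes shifted up (camera adjusted p = 0.00443, and adjusted p = 0.337 with an estimated correlation), with 0 of 22 called by limma, 4 higher and 1 lower at an unadjusted p under 0.05 and 2 higher when adjusted over the list alone. The collagen gene COL3A1 stood at 5.54 ± 0.53 in ESCs and 11.53 ± 1.99 in BCs (adjusted p = 0.174 by limma). The immediate-early and stress genes also shifted up over this interval (camera adjusted p = 0.00757, and adjusted p = 0.275 with an estimated correlation), with 0 of 24 called by limma, 8 higher and 1 lower at an unadjusted p under 0.05 and 5 higher and 1 lower when adjusted over the list alone. EGR1, an immediate-early transcription factor gene, stood at 8.86 ± 0.81 in ESCs and 12.57 ± 0.36 in BCs. The neuronal genes shifted up from EBs to BCs, with 0 of 28 called by limma, 5 higher and 2 lower at an unadjusted p under 0.05 and 0 when adjusted over the list alone (camera adjusted p = 0.00730, and adjusted p = 0.317 with an estimated correlation). The prostate epithelial list was not called for EBs to BCs, with a median of 0.10, a mean of -0.70 and a camera adjusted p of 0.783, and without the H1 BC array its median was -0.090 (adjusted p = 0.164).

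Against endothelium, further lists differed. The neuronal genes had 18 of 28 members higher and 1 lower in BCs, the same counts as when adjusted over the list alone (camera adjusted p = 0.000375, and adjusted p = 0.133 with an estimated correlation). The cardiac genes had 13 of 26 higher and 1 lower in BCs, again the same counts as when adjusted over the list alone (camera adjusted p = 0.00202, and adjusted p = 0.251 with an estimated correlation), with MYL4 9.11-fold and GATA5 7.19-fold higher (11.4-fold without the H1 BC array and 4.52-fold without the H9 BC array). The hypoxia response genes had 11 of 23 lower and 1 higher in BCs, the same counts as when adjusted over the list alone (camera adjusted p = 1.77e-05, and adjusted p = 0.276 with an estimated correlation). The HOX genes had 8 of 20 lower in ESCs than in endothelium, also when adjusted over the list alone (camera adjusted p = 0.000770, and adjusted p = 0.401 with an estimated correlation), and the hemangioblast regulators had 8 of 23 lower and 1 higher, and 11 lower and 1 higher when adjusted over the list alone (camera adjusted p = 0.000291, and adjusted p = 0.157 with an estimated correlation). Some genes of these lists were picked by the study on these samples, and the study took the endothelial arrays from a publicly available data set.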
